A study of Xenopus tropicalis with 17 samples.

How the data were processed

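RNA-seq was carried out on whole embryos of the frog Xenopus tropicalis that were wild type, heterozygous or null for sf3b4, collected at stages 15, 25 and 35. Per the labels' protocols, RNA was extracted from pools of 5 embryos with a column kit, and stranded libraries were prepared after polyA selection. There were 17 libraries, each from its own pool. The labels placed every library in 1 of 9 groups by stage and genotype. Of these, 8 groups had 2 pools, and the stage 15 null group had 1.

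The authors deposited 1 table per library with raw read counts per gene, per the file headers. The values were whole numbers, and their totals differed between libraries, so no scaling had been applied. The labels state neither the aligner, the counting program, the genome build and annotation, nor whether strand was used in counting. Counts of genes with near-identical copies and of overlapping or antisense genes are therefore uncertain. Every table listed the same 26531 gene names, and none of its rows was a total or an unassigned class. Of these names, 26530 matched a symbol in a RefSeq gene table for the assembly UCB_Xtro_10.0. That table was used here only for gene names, for older names of list members and for which genes share a chromosome. The build behind the counts is not stated, so no coordinates are given. Splicing was not analysed here, because gene counts do not separate transcripts of one gene.

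Library totals ran from 11714437 to 21639041 counts. No count in any library was found for 3842 genes. Genes were kept for testing by the edgeR function filterByExpr, with a minimum count of 10 and a minimum total of 15, which left 17742 genes that held at least 99.9% of the counts of each library. Library scaling factors were computed by the trimmed mean of M values (TMM) over all 17 libraries. CPM values in the text use library sizes multiplied by these factors, and log2 CPM values for principal components and list medians were computed with a prior count of 2. The labels name no molecular identifiers, so reads are not independent molecules, and limits given for genes near a count of 0 cover counting error only. A group whose libraries all had 3 or fewer counts of a gene was taken as at the floor, and a fold change against it is given as a lower bound computed at 3 counts.

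Groups were compared with the quasi-likelihood test of edgeR version 4.0.16 (glmQLFit and glmQLFTest) in R version 4.3.3. The fit had 1 coefficient for each of the 8 groups with 2 pools, used 16 libraries, and left 8 residual degrees of freedom. The common dispersion was 0.0427, a biological coefficient of variation of 20.7%. The spread of each gene was moderated toward the trend over all genes with 7.37 prior degrees of freedom. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes were back-calculated from the fold change and its test statistic. Differences of a genotype effect between stages were tested as contrasts of contrasts in the same fit. An average effect of genotype over the stages came from an additive fit of stage and genotype to all 17 libraries. The single stage 15 null library has no replicate and entered no other test. Its log2 differences from the mean of the wild type pools were described by the percentile of a list's median among 10000 random lists of the same size matched on mean expression.

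Before the data were examined, 5 gene lists were fixed from general knowledge, of which 1 is not reported here as a list. The others were neural crest, pharyngeal arch, SF3 complex and other spliceosome genes. They had 14, 12, 10 and 28 members. Of these, 13, 12, 10 and 28 were found in the tables and passed the filter; zic1 was not used here. Each list was tested in each of the 5 genotype comparisons against wild type with camera of limma version 3.58.1, using its preset correlation of 0.01, and p-values were adjusted over the 25 tests. Genes named in the text were chosen by a rule set at the same time: sf3b4, list members called against wild type, and the 3 genes with the largest rise and fall in each comparison against wild type. These last had to be called, to have a mean log2 CPM of at least 1, non-overlapping pools and a gene symbol as name. For differences between stages, the 3 genes with the smallest p were named. Genes in comparisons with 5 or fewer calls were named after their values were seen.

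Comparisons that share control pools share their chance deviations. The heterozygous effect in genes called in null pools was therefore set beside 20 simulated data sets in which heterozygous pools were drawn from the wild type means. The correlation of the null effect with the time course used wild type stages that share no library with that effect, beside 20 simulated data sets with unchanged null pools.

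The scripts were tested on simulated counts drawn from the real means and library sizes, with 200 of 17742 genes changed by a log2 fold change of 1.5. The edgeR contrast recovered 151 of them (75.5%), and 12 of its calls (7.36%) were false. The additive fit recovered 177 (88.5%), with 3 false calls (1.67%). The Wald test of DESeq2 version 1.42.0 recovered 152 (76.0%), with 20 false calls (11.6%). The shares of false calls of the edgeR contrast and of DESeq2 were both above the nominal 5%.

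Alternatives chosen before the data were examined were DESeq2 size factors in place of TMM, no filter on low counts, a filter of at least 10 counts in every library, the DESeq2 Wald test, fits to the libraries of a single stage, a term for the replicate number, and omission of each library in turn. For lists, camera with an estimated correlation and fry were run. A prior count of 0.5 was tried for the stage 15 null library. A robust quasi-likelihood fit, libraries thinned to the smallest total, and a time course from the heterozygous pools were added after the data were seen. Other assignments of the libraries to genotypes within stages were drawn for the additive fit, 80 for each genotype of the 108 possible. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.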

Results

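Gene expression was measured by RNA-seq in whole Xenopus tropicalis embryos that were wild type, heterozygous or null for sf3b4, at stages 15, 25 and 35. The product of sf3b4 is a subunit of the SF3b complex, a part of the spliceosome, the machinery that removes introns from transcripts. The series addressed how a mutation in this gene alters gene expression over development, with an interest in cranial neural crest cells. Each of the 17 libraries was made from a pool of 5 embryos. All groups had 2 pools except stage 15 null embryos, which had 1. Library totals ranged from 11714437 counts in the second heterozygous pool of stage 35 to 21639041 in the second heterozygous pool of stage 15. The 10 most abundant genes took 4.74% to 7.91% of the counts of a library. Of 26531 genes, 17742 were tested.

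Pools of the same group were compared before they were averaged. Their log2 CPM values correlated across genes with r between 0.971 and 0.984. Their counts differed by more than sampling noise in each of the 8 pairs, with a chi-square per degree of freedom of 11.6 to 57.4. The largest chi-square came from the stage 15 wild type pair. Repeat preparations of 1 pool could exceed sampling noise too, so these values cannot decide whether pools were separate. All pools were counted as separate replicates because each library came from its own pool. The first principal component held 70.5% of the variance and ordered the libraries by stage, and the second component held 14.1%. On the first component the second stage 15 wild type pool lay at -129, while the other 4 stage 15 libraries lay between -166 and -157. The stage 35 null pools lay at 128 and 135, and the heterozygous and wild type pools of that stage lay between 150.3 and 156.

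**Figure D1:**
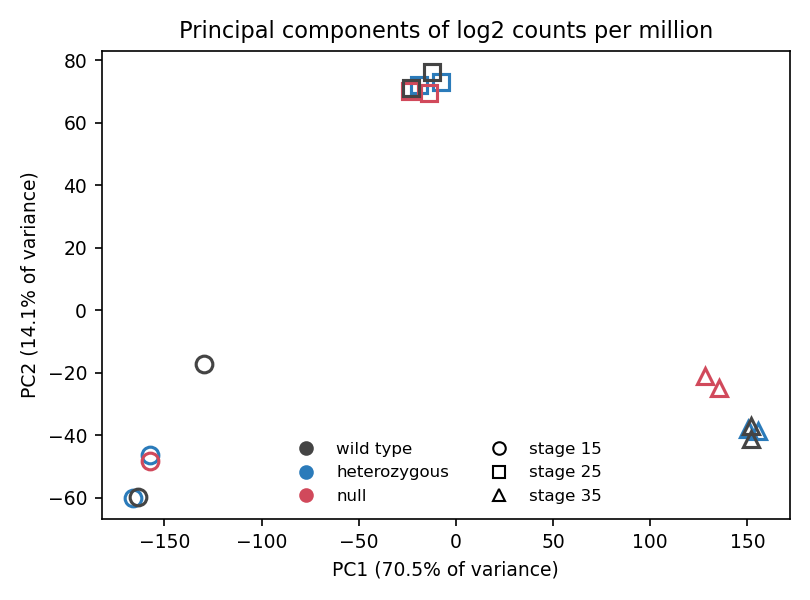
Scores of the 17 libraries on the first principal component (x axis, 70.5% of the variance) and the second (y axis, 14.1%) of log2 CPM over 17742 genes, with colour for genotype and marker shape for stage. Libraries separate by stage, the second stage 15 wild type pool lies at -129 on the x axis, and the stage 35 null pools lie at 128 and 135, below the other stage 35 pools.

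Counts of sf3b4 itself were examined first. At stage 25, sf3b4 stood at 145 ± 1.84 CPM in wild type, 118 ± 10.5 in heterozygous and 112 ± 1.89 in null pools (mean ± SD, n = 2 pools each). At stage 35 the values were 95.2 ± 16.4, 78.9 ± 20.3 and 77.5 ± 3.78 CPM. At stage 15 they were 249 ± 54.8 in wild type and 201 ± 33.3 in heterozygous pools, and 152 CPM in the single null pool. Both null pools lay below both wild type pools at stages 25 and 35. The log2 fold change of null against wild type was -0.38 (SE 0.20) at stage 25 and -0.30 (SE 0.20) at stage 35, with edgeR adjusted p of 0.433 and 0.394. Heterozygous pools differed from wild type by -0.31, -0.30 and -0.27 at stages 15, 25 and 35, with an edgeR adjusted p of 1 at each stage. No comparison within a stage therefore called sf3b4. In the additive fit over all stages, the null effect on sf3b4 was -0.42 with an edgeR adjusted p of 0.0252. This call did not hold when a single library was left out in 3 cases: the edgeR adjusted p was 0.0729 without the stage 15 null pool, 0.0554 without the first stage 35 null pool and 0.0663 without the second stage 35 wild type pool. Over the other libraries left out it ranged from 0.0164 to 0.0463. The heterozygous effect over all stages was -0.29, with an edgeR adjusted p of 0.999. In wild type pools sf3b4 fell by 0.78 on the log2 scale from stage 15 to 25 (edgeR adjusted p 0.00640) and fell by 0.61 from stage 25 to 35 (edgeR adjusted p 0.0208). The labels do not state the mutation, and a small coding change need not lower the transcript, so these counts neither rule out nor prove a genotype label.

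**Figure D2:**
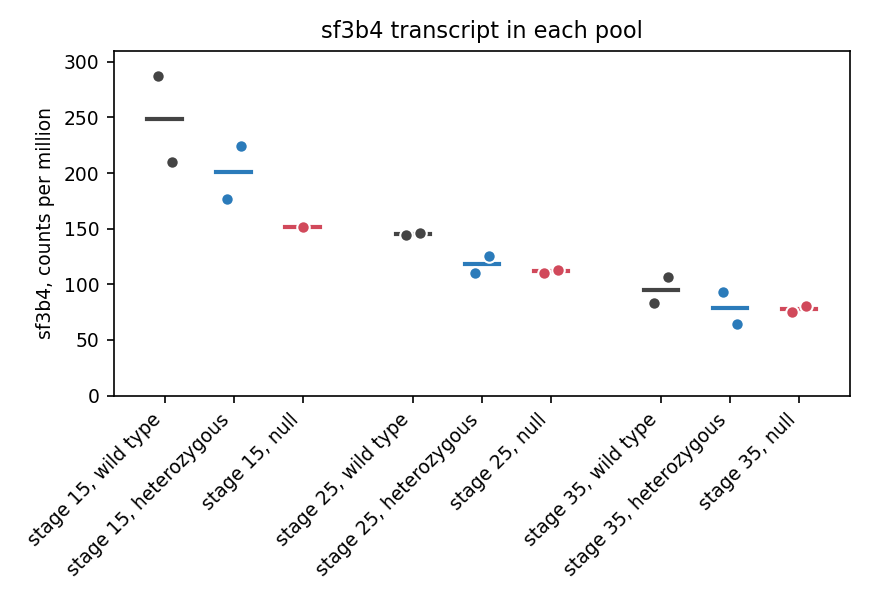
Expression of sf3b4 in CPM (y axis, from 0) in each pool, by stage and genotype (x axis). Points are pools and horizontal lines are group means. At stages 25 and 35 both null pools lie below both wild type pools, and stage 15 null has 1 pool.

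Null embryos were compared with wild type embryos of the same stage to ask which genes change when sf3b4 is mutated on both copies. At stage 25, edgeR called 315 genes, 140 higher and 175 lower in null pools, and 217 of them changed at least 2-fold. Their median log2 fold changes were 1.33 and -1.15. An unadjusted p under 0.05 was reached by 2423 genes, where 887 would be reached with no effect. The DESeq2 Wald test called 678 genes, of which 310 were among the 315. At stage 35, edgeR called 1730 genes, 851 higher and 879 lower, with medians of 1.14 and -1.06, and 993 changed at least 2-fold. An unadjusted p under 0.05 was reached by 4360 genes. Genes with a group at the floor numbered 13 of the higher and 3 of the lower genes at stage 25, and 41 and 12 at stage 35. With these genes set to their bounds, the medians were 1.33, -1.15, 1.14 and -1.06. When either pool of a group was left out, all genes called at these stages kept their sign. No calls were made with 1 pool in a group.

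The largest rises at stage 25 were those of dysf, rp1l1 and hoxd10, all of which were at the floor in wild type pools. The counts of dysf were 709 and 624 in null pools against 3 and 0 in wild type pools, at least 233-fold higher (edgeR adjusted p 0.00277). The gene rp1l1 was at least 30.5-fold higher (edgeR adjusted p 0.000806). The gene hoxd10 was at least 14.0-fold higher (edgeR adjusted p 0.0305), but the null pools had 69 and 8 counts, so its size rests on the first pool. The largest falls were those of astl3b.2 (log2 fold change -3.86, SE 0.63, edgeR adjusted p 0.00827), nsmf (-2.98, SE 0.68) and antkmt (-2.61, SE 0.54). At stage 35 the largest rises were those of avd, at least 242-fold higher (edgeR adjusted p 1.34e-05), crybb3, at least 38.3-fold higher (edgeR adjusted p 0.00167), and dysf (log2 fold change 7.29, SE 0.96, edgeR adjusted p 0.000402). The largest falls were those of krt62 (-3.12, SE 0.47), hpd (-2.80, SE 0.59) and sag (-2.80, SE 0.59). In wild type pools these 3 genes stood at 0, 0.154 and 0.570 CPM at stage 25, and at 11.9, 9.87 and 60.9 CPM at stage 35. A later onset in null pools could therefore contribute to these falls, and a delay is taken up under the other observations. In every gene named in this paragraph both null pools lay outside the range of the wild type pools, because the rule for naming genes required it. The names astl3b.2, crybb3 and krt62 belong to gene families, and reads shared with close copies could not be separated here.

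Whether the same genes changed at both stages could be asked without shared controls, since the comparisons share no library. Of the 315 genes called at stage 25, 193 (61.3%) were also called in the same direction at stage 35, 84 higher and 109 lower, and 1 was called in the opposite direction. By chance 15.4 genes would be shared (Fisher's exact test, odds ratio 16.6, p 2.67e-116, across genes, which are not independent replicates). With DESeq2 calls 391 genes were shared in the same direction, more than the main count because more genes were called.

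Whether the null effect differed between stages 25 and 35 was tested as the difference of the effects. The edgeR test called 25 genes, 20 with a more positive and 5 with a more negative effect at stage 35, and 1562 genes had an unadjusted p under 0.05. Of the 25 genes, 23 were also called against wild type at stage 35, and 3 at stage 25. The fitted effects of 12 of them had opposite directions at the stages, and 23 had the larger effect at stage 35. The smallest p-values were those of LOC101730955 (log2 difference 6.58, SE 0.54, edgeR adjusted p 4.46e-05), LOC101732654 (edgeR adjusted p 0.000825) and avd (edgeR adjusted p 0.000825). LOC101730955 had a log2 fold change of -1.02 at stage 25 (edgeR adjusted p 0.176) and was 47.2-fold higher in null pools at stage 35. LOC101732654 was at least 217-fold higher at stage 35, and avd had a log2 fold change of 0.11 at stage 25. The other genes called at only 1 stage were not shown to differ between stages.

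**Figure D3:**
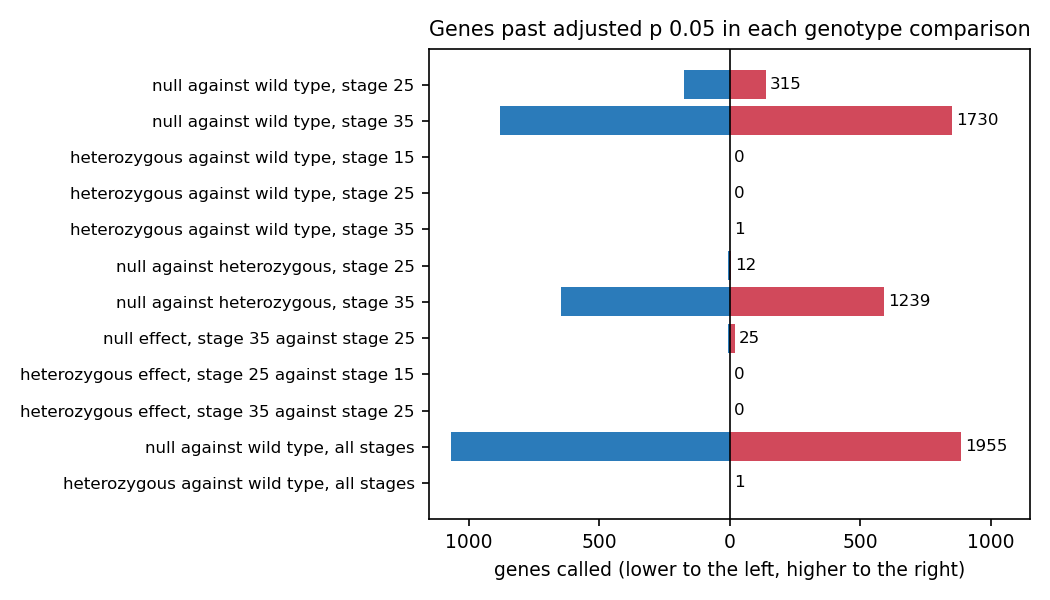
Number of genes called by edgeR at an adjusted p under 0.05 (x axis, genes higher to the right of 0 and lower to the left) in each genotype comparison (y axis), with the total beside each bar. Null against wild type has 315 genes at stage 25 and 1730 at stage 35, and heterozygous against wild type has 0, 0 and 1.

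Heterozygous embryos were compared with wild type to ask whether 1 mutated copy alters expression. The edgeR test called 0 genes at stage 15, 0 at stage 25 and 1 at stage 35. The genes with an unadjusted p under 0.05 numbered 824, 502 and 235, fewer than the 887 that a calibrated test would give with no effect. The tests may therefore be conservative here, and the lack of calls does not show a lack of effect. The single call was LOC101730955, with 5.81 ± 0.65 CPM in heterozygous and 0.758 ± 0.214 in wild type pools of stage 35 (log2 fold change 2.94, SE 0.41, edgeR adjusted p 0.0489), a name given after its values were seen. Its adjusted p ranged from 1.76e-05 in the DESeq2 Wald test to 0.304 in the edgeR fit of stage 35 libraries alone, where the call was lost. Tests of the difference of the heterozygous effect between stages gave 0 calls between stages 15 and 25 and 0 between stages 25 and 35, where 657 and 309 genes had an unadjusted p under 0.05. The smallest p-values between stages 15 and 25 were those of nrl (log2 difference -2.69), itln1al (5.42) and galntl6, which had low counts, all with an edgeR adjusted p of 0.99988. Between stages 25 and 35 they were those of c4a (-2.91, edgeR adjusted p 0.203), rp1l1 and anxa10, and the wild type pools of stage 25 were at the floor for the latter 2. The DESeq2 Wald test called c4a, as did edgeR without a filter on low counts, which also called itln1al. Null pools were also compared with heterozygous pools. At stage 25, edgeR called 12 genes, 6 higher and 6 lower, and at stage 35 it called 1239, 592 higher and 647 lower. The DESeq2 Wald test called 178 genes at stage 25.

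An additive fit gave the average effect of genotype over the 3 stages. For null against wild type, edgeR called 1955 genes, 888 higher and 1067 lower. This count depended on single libraries: it was 1130 without the first stage 35 null pool, 1096 without the second, and 2642 without the stage 15 null pool. For heterozygous against wild type, edgeR called 1 gene, xmc (log2 fold change 2.94, SE 0.38, adjusted p 0.0377), and 467 genes had an unadjusted p under 0.05. Its name is given after its values were seen. At stage 15, xmc stood at 20.3 ± 2.06 CPM in heterozygous, 2.27 ± 0.0937 in wild type and 18.98 in the null pool. At stage 25 it stood at 1.39 ± 0.325 CPM in heterozygous, 1.81 ± 1.44 in null and 0.241 ± 0.0933 in wild type pools. No count of xmc was found at stage 35 in any pool. This call was lost when any 1 of the 5 stage 15 libraries was left out, or any 1 of the 4 heterozygous and wild type libraries of stage 25.

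The single stage 15 null library was described without a test and has no replicate check. Genes called higher in null pools at stage 25 had a median log2 difference of 0.39 from the stage 15 wild type mean, and 90% of the 140 genes were above it. The middle 95% of 10000 matched random lists had medians from -0.0729 to 0.0484, and none reached 0.39. Genes called lower at stage 25 had a median of -0.34, below all random lists, and 87.4% of them were below the wild type mean. Genes called higher and lower at stage 35 had medians of 0.13 and -0.15, with 68.6% and 66.8% in the same direction. The last median was -0.10 against the first wild type pool alone and -0.20 against the second. Among the fixed lists, the pharyngeal arch median of 0.21 lay at percentile 99.5 of the random lists, other spliceosome (0.17) at 98.7, SF3 complex (0.21) at 98.1 and neural crest (0.10) at 86.3. These list medians depended on which wild type pool was used. Against the first pool the SF3 complex median was -0.06 and the other spliceosome median -0.04, and against the second they were 0.44 and 0.30. The pharyngeal arch median was 0.24 against the first and 0.0488 against the second pool, and the neural crest median 0.0273 and 0.0215.

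Heterozygous pools were examined in the genes called in null pools. In the 140 genes higher in null pools at stage 25, the median heterozygous effect was 0.36 on the log2 scale, 27.5% of the null effect, and 95.7% of the genes had the same direction. Unchanged heterozygous pools simulated against the same wild type pools gave medians of 0.131 to 0.194. In the 175 lower genes the median was -0.33, and simulated pools gave -0.185 to -0.138. When the null effect was ranked on 1 wild type pool and the heterozygous effect was taken from the other, the medians were 0.32 and -0.25. At stage 35 the medians of 0.14 and -0.11 were close to the simulated ranges of 0.0972 to 0.137 and -0.137 to -0.108. They were 0.0209 and -0.0207 with different wild type pools, so no heterozygous effect beyond the shared controls was detectable in these genes at stage 35. The difference between the stages was not tested.

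The fixed lists were compared between genotypes in 25 camera tests. Lists past an adjusted p of 0.05 were found only in null against wild type at stage 35, and the lists described here are not ranked as the strongest of these. Among list members called higher there were eda2r (121.6 ± 8.92 CPM in null and 2.82 ± 0.184 in wild type pools; log2 fold change 5.42, SE 0.46, edgeR adjusted p 1.34e-05), cdkn1a (2.23), aen (2.20), ccng1 (1.99), plk2 (1.55) and gadd45a (0.72). The SF3 complex list had a median of 0.45 with 9 of 10 genes higher (camera adjusted p 0.00268). Its 3 calls were sf3a1 (0.75), sf3b3 (0.74) and phf5a (0.61), and 4 genes were called adjusted over the list alone. The other spliceosome list had a median of 0.46 with 19 of 28 genes higher (camera adjusted p 0.000257), and 15 genes were called adjusted over the list alone. Over all genes, 9 were called higher, among them snrnp200 (1.68), snrpd2 (1.26), prpf3 (1.19), snrpd3 (1.13), prpf31 (1.08) and prpf8 (1.03). The remaining 3 were eftud2 (0.77), snrpe (0.71) and prpf6 (0.59), while prpf19 (-0.66) and snrnp70 (-0.57) were called lower. The call of snrpe was lost with DESeq2 size factors (edgeR adjusted p 0.0502; 0.00897 to 0.0557 over the settings tried), and those of gadd45a, phf5a and snrpe were lost when only stage 35 libraries were fitted. Under fry, the other spliceosome list (adjusted p 0.0457) passed and the SF3 complex list (0.131) failed. With camera's estimated correlation none of the 25 tests passed (0.659 and 0.736 for the same lists). With DESeq2 size factors both lists passed. The called genes of both lists fell from stage 25 to 35 in wild type pools, so a delay of null embryos would raise them. Null pools of stage 35 had 383 CPM of sf3b3 and 579 of snrpd2, against 374 and 348 in wild type pools of stage 25. The genes prpf19 and snrnp70 fell in wild type pools too, yet were lower in null pools. A delay, described under the other observations, was not separated from other causes for these lists.

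At stage 25 no list passed in null against wild type. The camera adjusted p was 0.145 for the pharyngeal arch (median 0.34), 0.220 for other spliceosome (0.13), 0.340 for the neural crest (0.14) and 0.353 for the SF3 complex (0.10). Single genes were called higher at this stage: dlx2 (0.92) of the pharyngeal arch, eda2r (2.21), and prpf3 (0.82) and snrnp200 (0.88) of other spliceosome. At stage 35 the neural crest list had a median of 0.0063 with 8 of 13 genes higher (camera adjusted p 0.418), and 0 of its genes were called, while 3 had an unadjusted p under 0.05. The pharyngeal arch list had a median of 0.20 (camera adjusted p 0.421), with tbx1 (0.88) called higher. Whether the lists moved differently at stages 25 and 35 was not tested.

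**Figure D4:**
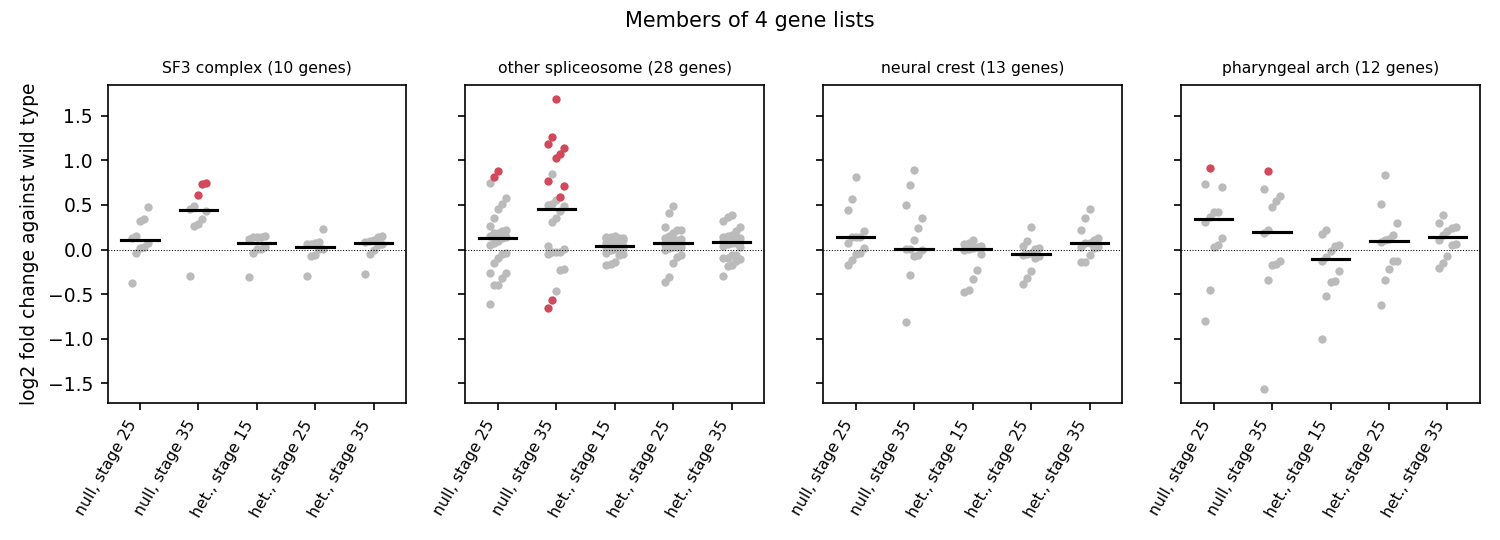
Log2 fold change against wild type (y axis) of each member of 4 gene lists (panels) in the 5 genotype comparisons (x axis). Points are genes, red at an edgeR adjusted p under 0.05 and grey otherwise, and black lines are list medians. In null pools of stage 35 the medians are 0.45 for the SF3 complex and 0.46 for other spliceosome genes.

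The wild type time course gave a reference for the size of these effects. From stage 15 to 25, edgeR called 7151 genes, 4151 higher and 3000 lower, and from stage 25 to 35 it called 8373, 4374 higher and 3999 lower. The null effect was correlated across genes with the wild type change between the other 2 stages, so that no library was shared. At stage 25, Spearman's rho was -0.0844 over 17742 genes, and single pairs of pools gave -0.176 to 0.0353. At stage 35 it was -0.141, with -0.138 to -0.108 for single pairs of pools. Simulated unchanged null pools gave -0.0177 to 0.0182 and -0.0103 to 0.00903. The stage 25 value crossed 0 between pairs of pools, and without the second null pool it was -0.00087. The heterozygous effect gave 0.0485 at stage 25 and -0.0089 at stage 35, and both changed sign when single pools were left out. Genes are not independent replicates, so no p-value is given for these 4 correlations.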

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

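The 3 tests of technical explanations in this part were chosen as tests of this result only after it was seen, though 2 of them use settings planned before the data were examined, DESeq2 size factors and at least 10 counts in every library.

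The effect of the null genotype on some genes was different at stage 35 from stage 25, by a test of the difference itself. The edgeR test of that difference gave 25 genes at an adjusted p under 0.05, and 1562 genes at an unadjusted p under 0.05, where 887 would be reached with no effect. The smallest p-values belonged to LOC101730955, LOC101732654 and avd. The fitted log2 difference was 6.58 for LOC101730955, with 457 and 616 counts in null pools of stage 35, 9 and 12 in wild type pools of that stage, 41 and 39 in null pools of stage 25, and 98 and 77 in wild type pools of stage 25. It was 8.91 for LOC101732654 and 7.84 for avd. The wild type pools of stage 35 had only 2 or 3 counts for these last 2 genes, so their fitted values depend on the prior count and are no bounds. LOC101732654 had 608 and 864 counts in null pools of stage 35, and avd had 578 and 1048. In wild type pools avd went from 52 and 37 counts at stage 25 to 3 and 3 at stage 35, so the difference came from a high level in null pools at a stage when the transcript was near absent in wild type pools.

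Library size does not account for the result as a whole. After all libraries were thinned to the smallest total, 23 of the 25 genes were still called. Library scaling does not account for it either, since all 25 were called with DESeq2 size factors. Counts near the floor could produce large fitted differences, but 17 genes were called among those with at least 10 counts in every library, and 16 of these were among the 25. This filter itself drops genes nearly absent from a group. It dropped LOC101730955, LOC101732654 and avd, so the check does not cover the genes named here. The 10 most abundant genes took at most 7.91% of the counts of a library, so a few genes did not take most of the reads. Reads shared between gene copies stay open for LOC101730955 and LOC101732654, whose names are locus identifiers, because the counting of such reads is not stated. A stage-dependent effect of the mutation remains a hypothesis. A difference in age between null and wild type pools of stage 35, for which values are given under the other observations, may also contribute, and these were not separated for the 25 genes.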

How the results depend on the processing

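The robust fit, the thinned libraries, the crossed replicate numbers and the heterozygous time course were chosen after the data were seen, and all other alternatives before. Causes of the changes below were not tested, unless the construction of the alternative shows them.

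Null against wild type at stage 25 (315 genes) and stage 35 (1730) kept counts within 1.5 times of these with DESeq2 size factors (322 and 1770), with at least 10 counts in every library (374 and 1696), in the robust fit (343 and 1746), with thinned libraries (292 and 1774) and in fits of a single stage (445 and 2545). The genes called in common with the 315 and 1730 were 309 and 1716 with DESeq2 size factors. Without a filter the stage 25 count was 584, and with the DESeq2 Wald test 678. Null against heterozygous at stage 25 went from 12 genes to 22 with DESeq2 size factors, 149 without a filter, 36 with at least 10 counts in every library, 32 in the robust fit, 7 with thinned libraries, 178 with the DESeq2 Wald test and 59 in the fit of stage 25 alone. At stage 35 it was 1951 in the fit of that stage alone, against 1239. Wild type stage 35 against 25 fell to 5539 genes with at least 10 counts in every library, where 12141 genes were tested. No scaling moved the median of all genes in a comparison by more than 0.1.

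Heterozygous against wild type at stages 15, 25 and 35 (0, 0 and 1 genes) gave 60, 15 and 2 without a filter and 8, 6 and 2 with the DESeq2 Wald test. Fits of a single stage gave 2, 1 and 0 genes, and the stage 35 call was absent (0 genes) with at least 10 counts in every library, which drops that gene. Over all stages the 1 gene became 3 without a filter, 4 with the DESeq2 Wald test, and 0 with thinned libraries or at least 10 counts in every library, which drops xmc. The difference of the null effect between stages (25 genes) gave 239 without a filter and 161 with the DESeq2 Wald test, both including all 25. The differences of the heterozygous effect (0 and 0) gave 23 and 2 without a filter, and 1 between stages 25 and 35 with the DESeq2 Wald test. DESeq2 gave no adjusted p for 1376 genes at stage 25 and 1032 at stage 35 in null against wild type, and these count as neither kept nor lost.

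Pools with the same replicate number did not deviate together: over 7 pairs of groups the correlations of deviations from the group means ran from -0.367 to 0.0991, and 0 were over 0.1. The labels tie the numbers to nothing, so they are taken as names. With the replicate number as a block within stage, which uses up residual degrees of freedom, null against wild type gave 69 and 1000 genes, null against heterozygous 0 and 652, the difference of the null effect 9, and heterozygous against wild type 0 at stage 35 and 0 over all stages. For sf3b4 the wild type change from stage 25 to 35 was -0.56 (edgeR adjusted p 0.128) and the null effect over all stages -0.42 (edgeR adjusted p 0.0562) in this fit, past the threshold in neither. Of the list tests, 1 in heterozygous pools at stage 15 passed only in this fit (camera adjusted p 0.0333, against 0.0681 without the block, and 0.0808 to 0.659 over the other settings, fry included). Crossing the numbers for heterozygous and wild type pools at stages 15 and 35, where the correlations were -0.224 and -0.367, gave 0 and 0 genes in that comparison.

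With each library left out in turn, null against wild type over all stages gave 1096 to 2642 genes (1096 without the second and 1130 without the first stage 35 null pool), and heterozygous against wild type 0 to 2. For sf3b4 the ranges were -0.46 to -0.11 for null against wild type at stage 35, -0.53 to -0.076 and -0.55 to -0.019 for heterozygous against wild type at stages 15 and 35, -0.17 to 0.016 and -0.27 to 0.26 for null against heterozygous at stages 25 and 35, and -0.48 to -0.34 for the null effect over all stages. The sf3b4 difference between null and heterozygous pools thus has no stable sign. With DESeq2 size factors the difference of its heterozygous effect between stages 25 and 35 became -0.00060, of opposite sign and near 0. With 1 pool left in a group no call was made; called genes kept their sign in every such comparison, except 1 of the 592 higher in null than in heterozygous pools at stage 35.

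Of the lists, 3 passed with the preset correlation and 0 with the estimated one (0.736 for the SF3 complex, 0.659 for other spliceosome and at least 0.0587 for any list), and the SF3 complex also failed under fry (0.131). For the stage 15 null library, DESeq2 size factors gave -0.30 for genes lower at stage 25 and 0.14 for the neural crest list. Against single wild type pools the medians ran from -0.33 to -0.31 for genes lower at stage 25, 0.022 to 0.027 for the neural crest, 0.049 to 0.24 for the pharyngeal arch and 0.044 to 0.098 for a further list. A single null library limits these values to a description.

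The overlap of null calls (193 genes) was 35 at an adjusted p under 0.01, where fewer genes enter, and 391 with DESeq2 calls. The heterozygous median in genes higher in null pools at stage 35 fell to 0.021 with separate wild type pools. The correlation of the null effect at stage 35 with the time course (-0.141) was -0.169 in changed genes, -0.310 on the heterozygous time course, and -0.162 to -0.108 with single pools left out. That of the heterozygous effect ran from -0.071 to 0.145 at stage 25 and -0.038 to 0.035 at stage 35, and was 0.023 at stage 35 in changed genes, so its sign is not fixed.

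Of 506 further values, mostly those of single genes and lists, 473 were classed as unchanged. This class allows some shift of the value, and its tolerance is not given here. Of the rest, 20 went past the threshold no longer, 4 went past it newly, 2 moved more than this class allows and 7 changed sign. The rise of xmc over all stages was 2.94 with thinned libraries, with an edgeR adjusted p of 0.0547, where the settings tried for it gave 0.000276 to 0.0860.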

Other observations

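The splits of the libraries between genotypes, the count of calls among genes flat over time and the test for mixed-in stage 25 RNA were chosen before their results were seen, and every other test in this part was chosen only after the result was seen.

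The additive fit called 1955 genes for null against wild type. The libraries were also assigned to the 2 genotypes in other ways within stages, and 80 of the 108 possible assignments were fitted, the real one included. Only the real one, 1 of 80, gave as many genes. The next largest counts were 1924, 1504, 1263 and 940, all from assignments that kept the null pools of stages 25 and 35 together and differed at stage 15. Among all other assignments the largest count was 62. The result rests mostly on the later stages, but stage 15 matters too: the assignment that placed both stage 15 wild type pools with the later null pools gave 6 genes. For heterozygous against wild type, 17 of 80 assignments gave at least the 1 gene of the real one, and the largest count was 12, so the number of genes called for heterozygous embryos is no larger than other assignments of the same libraries give.

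The null pools of stage 35 lay toward stage 25. On an axis from the heterozygous pools of stage 25 (0%) to those of stage 35 (100%), over 8463 genes, the null pools lay at 81.2% and 84.2%, and the wild type pools lay at 96.6% and 98.4%. Heterozygous pools on the matching wild type axis lay at 97.0% and 98.9%. At stage 25 the null pools lay at 3.53% and 0.186%, in the range of the wild type pools, -0.459% and 2.60%, or just above it. A delay of null embryos may thus be part of the difference at stage 35, where both null pools lay below the wild type pools, the farther one at 84.2%. The first principal component had already placed these pools below the others of stage 35. The axis restates that shift and is no independent test of a delay. Tissue that is missing or slower to form in null embryos would give the same shift and was not separated from a delay of the whole embryo. A delay as the whole cause was examined in 836 genes that were flat over the heterozygous time course, with p above 0.2 and a log2 change under 0.3 in size between adjacent stages. Of these, 86 were called in null pools at stage 35, 38 higher and 48 lower. This equals the 86.5 false calls that the threshold allows among all 1730 calls, so by that count alone a delay as the whole cause cannot be told apart from other causes. False calls spread evenly over the genes would put only 4.08 of them there. The share called was 10.3% in flat genes and 9.72% in the others, where a delay alone would give a lower share in flat genes, so the shares argue against it. Flat genes were more abundant, with a median log2 CPM of 4.68 against 3.72, which raises their chance to be called, and genes that change only between the sampled stages would pass as flat. A direct effect of the mutation on some genes stays a hypothesis.

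Low p-values of heterozygous against wild type gathered on the chromosome that carries sf3b4, a chromosome looked at after the data were seen. In the additive fit, 15 of its 1443 genes over 4 CPM (1.04%) had a p under 0.01, against 35 of 11133 genes (0.314%) on the 9 other chromosomes (Fisher's exact test, odds ratio 3.33, p 0.000332). The largest share on another chromosome was 0.483%. Both genes called in heterozygous pools, LOC101730955 at stage 35 and xmc over all stages, lie on this chromosome. The counts of xmc at stage 15 were 266 and 362 in heterozygous pools, 240 in the null pool, and 41 and 32 in wild type pools, so heterozygous and null pools stood at a like level. Of 80 assignments of the heterozygous and wild type libraries, the real one included, 2 gave as large a difference between the shares and 4 gave as large an odds ratio. The first count is under 5% of the assignments and the second is exactly 5%, not under it, so the measures do not both argue against chance placement, and the pattern cannot be told apart from it. A stretch of chromosome linked to the mutation, with its own expression differences, is a candidate explanation. It predicts effects shared between stages that have no library in common, and the mean Spearman correlation of heterozygous effects between stages was 0.131 on this chromosome and at most 0.0877 on the 9 others. Stages 15 and 25 gave 0.193 and stages 25 and 35 gave 0.131, where the others gave at most 0.0577 and 0.123. The pair of stages 15 and 35 gave 0.0704, within the range of the others. In null against wild type, low p-values made up 20.2% on this chromosome and 16.3% elsewhere. Of 80 assignments only the real one gave as large a difference. Most other assignments had far fewer low p-values, so their shares could hardly differ by as much. By the ratio of the shares some exceeded the real one, such as 1 with 3.12% against 1.29%, so the difference does not argue against chance placement. The share of genes called in null pools on the chromosome of sf3b4 was 16.4%, against at most 16.2% on another chromosome. Both comparisons share the wild type pools, so the null values are no separate test. Reads shared between copies and low counts could not be excluded: among genes with a symbol and at least 8 CPM, 8 of 1156 genes had a low p against 29 of 8694 elsewhere (odds ratio 2.08, Fisher's exact test p 0.0712), too few genes to tell. Loss of reads from one haplotype against the reference would lower most of these genes in carriers, but 7 were higher and 8 lower, the more common direction holding 53.3%, and which haplotype the reference resembles is not known here, so this cannot be told apart from real differences in expression.

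The second stage 15 wild type pool lay toward stage 25. On an axis from the heterozygous pools of stage 15 (0%) to those of stage 25 (100%), it lay at 22.7%, while the first wild type pool lay at -1.98% and the null pool at 4.41%. RNA of stage 25 embryos mixed into the pool could give such a shift. Over 376 genes that rise strongly by stage 25 the shift needs a share of 13.1% of such RNA. Of 15 genes near absent in the other stage 15 pools for which this share predicts at least 15 counts, 11 (73.3%) fell far short of the predicted count, 10 had 3 or fewer counts, and the median ratio of observed to predicted counts was 0.0599. This argues against mixing. Older embryos in this pool stay open as an explanation and were not tested. Embryos of another genotype in the pool were examined in 93 genes that were called in the same direction in null pools at both later stages and did not change between stages 15 and 25 in wild type pools. The median shift of this pool from the first wild type pool toward the null direction was 0.0160, with 51.6% of the genes on that side, against 0.0853 and 0.0940 for the heterozygous pools and 0.42 for the null pool. With 1 pool and a shift this small, a few such embryos cannot be told apart from none. The counts of dysf, a gene picked after its values were seen, were 39 in this pool and 5 in the first wild type pool, 40 and 29 in heterozygous pools and 199 in the null pool.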
